# A 44K microarray dataset of the changing transcriptome in developing Atlantic salmon (*Salmo salar *L.)

**DOI:** 10.1186/1756-0500-4-88

**Published:** 2011-03-29

**Authors:** Stuart G Jantzen, Dan S Sanderson, Kris R von Schalburg, Motoshige Yasuike, Francesco Marass, Ben F Koop

## Abstract

**Background:**

Atlantic salmon (*Salmo salar *L.) is an environmentally and economically important organism and its gene content is reasonably well characterized. From a transcriptional standpoint, it is important to characterize the changes in gene expression over the course of unperturbed early development, from fertilization through to the parr stage.

**Findings:**

*S. salar *samples were taken at 17 time points from 2 to 89 days post fertilization. Total RNA was extracted and cRNA was synthesized and hybridized to a newly developed 44K oligo salmonid microarray platform. Quantified results were subjected to preliminary data analysis and submitted to NCBI's Gene Expression Omnibus (GEO). Data can be found under the GEO accession number GSE25938. http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE25938

**Conclusions:**

Throughout the entire period of development, several thousand genes were found to be differentially regulated. This work represents the trancriptional characterization of a very large geneset that will be extremely valuable in further examination of the transcriptional changes in Atlantic salmon during the first few months of development. The expression profiles can help to annotate salmon genes in addition to being used as references against any number of experimental variables to which developing salmonids might be subjected.

## Background

Atlantic salmon (*Salmo salar *L.) are an environmentally and economically important organism. The genome has been well studied and is currently being fully sequenced [1-4]. In addition, a number of microarrays have been developed for transcription studies of *S. salar *[2,5-7]. As a benefit of the extensive characterization of the transcriptome of *S. salar*, large scale studies of gene expression changes can be undertaken using these microarray platforms [8].

This study is the first to utilize a newly developed 44K oligo salmonid microarray design, one of the first salmonid oligo microarrays. This array comprises approximately 22,000 60-mer oligos that were conserved (95% similar) between rainbow trout (*Oncorhynchus mykiss*) and Atlantic salmon [6] plus 14,866 additional Atlantic salmon and 5,661 additional rainbow trout contig sequences. The result is a microarray that has a large transcript representation with very low redundancy. The array is composed of oligos based on roughly 80% *S. salar *and 20% *O. mykiss *contigs. 84% of all features are well annotated with fairly stringent hits (e-value cutoff: 1e-10) to public databases (December 17, 2009). The annotation files may be found at the cGRASP microarray page [9]. Efforts to annotate unknown contigs will continue.

Library construction, sequence analysis and contig assembly have been described previously [2]. The 14,866 additional *S. salar *oligos were all derived from selected contigs compiled in the local database of the authors (August 11, 2009) [10]. These were chosen first from the approximately 10,000 full length cDNAs in the database [11]. The remainder were selected from well annotated sequences and then from poorly annotated sequences with an open reading frame longer than 300 bp represented by two or more clones. 5,206 of the additional *O. mykiss *contig-derived oligos were selected from the set of well annotated sequences in the local database that did not have a clear homologous representative in *S. salar*. The remaining 455 were selected from annotated NCBI Nucleotide resources (July 21, 2009) [12] with priority given to immune system related sequences. Representative oligos from sequences identified by Gene Ontology (GO) [13] were included. After sequence selection, oligos were derived from the selected contigs by Agilent Technologies (Santa Clara, CA) and were 60 bp in length. The oligo selection process was biased in favor of 3' sequences. While the majority of oligos are unique to contigs (i.e. only one spot on the array can be mapped back to a given contig), approximately 27% of oligos, including the original 22,000, were derived from the same contig as at least one other oligo. Finally, in situ oligo synthesis and microarray manufacturing was performed by Agilent. Microarray slides are available through Agilent's eArray platform, with each slide containing four arrays [14].

Due to the very large number of unique features on this platform, a genome-wide exploration of expression levels in salmonids is expected to produce significant and detailed information on many molecular systems. For example, the genetic factors involved in the very early developmental stages of Atlantic salmon are not completely understood. It is therefore of interest to do a thorough examination of *S. salar *developmental stages from fertilization through to the parr stage, using a transcriptomics approach. Recently, another group has used a microarray platform to profile the changes in gene expression during smoltification in Atlantic salmon [15] when freshwater parr make the transition to saltwater smolt. The dataset presented here complements this earlier study.

The objective was to comprehensively monitor the salmonid transcriptome during controlled and unperturbed development. This work complements and facilitates recent efforts to sequence and annotate the Atlantic salmon genome. It further provides a resource that identifies expression levels of tens of thousands of genes during the course of development. These baseline expression patterns can be used as references in future experiments to examine physiological, reproductive, mutational, and environmental variables.

## Materials and methods

### Animals and sampling

Treatment of the fish used in this study was in compliance with the regulations of the University of Victoria Animal Care Committee. Eggs from Atlantic salmon (McConnell (Mowi)) were obtained in November, 2009 from Marine Harvest United Hatchery (Fanny Bay, BC, Canada). The eggs were fertilized by gently mixing the eggs and milt by hand and then washed with partial exchanges of water. Approximately 2,000 fertilized eggs were then transferred and placed in Heath trays (Marisource, Fife, WA) at the University of Victoria. The embryos and larvae were raised in fresh water at a temperature of 12°C and a flow rate of 200 liters/h.

The day of fertilization was marked as 0 days post fertilization (dpf), and hatching and yolk sac absorption occurred between 38 to 40 dpf and 68 to 70 dpf, respectively. Whole embryos (n = 20) and larvae were collected every one to three days for several weeks. Alevin and fry were collected every sixth day for the remainder of the study (Figure 1). Unfertilized eggs were not included in the experimental design, which could be used to examine possible RNA effects from the oocyte. Samples were directly placed into dry ice and stored at -80°C until RNA extraction.

**Figure 1:**
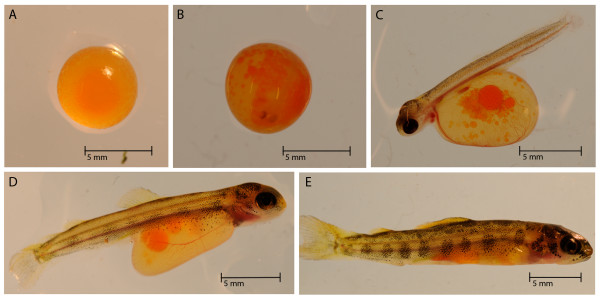
***S. salar *during development**. Photographs taken during development of Atlantic salmon at the University of Victoria. A) 5 B) 20 C) 41 D) 59 E) 77 dpf.

### RNA extraction

Total RNAs were extracted in TRIzol reagent (Invitrogen, Carlsbad, CA) by mixer-mill homogenization (Retsch, Newtown, PA) and spin-column purified using RNeasy Mini kits (Qiagen, Hilden, Germany). The RNA was extracted from three whole individual embryos, larvae, or alevins at 2 dpf and then every fifth day (5 to 35 dpf) or sixth day (35 to 89 dpf). Quantity and quality of RNA samples were then measured using UV absorbance (NanoDrop Technologies, Wilmington, DE) and quality was also checked by agarose gel electrophoresis.

### cRNA synthesis, labeling, and purification

Cy5 labeled experimental cRNA samples were generated using an Agilent Low Input Quick Amp (LIQA) kit, following the manufacturer's instructions. For each time point, 40 ng of total RNA from three individuals was used to generate first-strand cDNA. Agilent Spike-In B control RNA was included in each reaction. After the denaturation step (10 min at 65°C) and cRNA synthesis step (2 hr at 40°C), the reactions were incubated at 70°C for 15 minutes to inactivate the AffinityScript enzyme and subsequently stored at -80°C until further use. For the labeling reactions, thawed cRNA samples were each mixed with 16 μL of Transcription Master Mix cocktail containing Cy5 dye, and incubated at 40°C for two hours. Purification was performed using Qiagen RNeasy mini spin columns, eluting in 30 μL of RNase-free water. For the generation of the reference pool, equimolar amounts from the three individuals in each time point were pooled to give 120 ng of total RNA used in each first-strand reaction. Spike-In A control RNA was included in each reaction. After labeling with Cy3 and column purification as above, a common reference pool was created by including 2.8 μg of cRNA from each time point, except for 2 dpf, for which only 1.3 μg of material was ultimately available. Due to the small size and early developmental stage of samples from days 2, 5, and 10 dpf, limited RNA quantities necessitated additional extractions and subsequent synthesis and labeling reactions, however repeated procedures produced Cy5 labeled cRNA of the required quantity and quality.

### Microarray hybridization and scanning

Experimental samples of Cy5 labeled cRNA were quantified on a Nanodrop ND-1000. All samples were found to be of sufficient specific activity with a mean (± SD) of 18.22 ± 2.03 pmol Cy5/μg cRNA as per manufacturer's recommendation (Agilent) and an appropriate RNA absorbance ratio with a mean of 2.29 ± 0.06. Next, cRNA fragmentation mixtures were created following the LIQA kit instructions, using 825 ng of experimental sample and 825 ng of reference pool. These mixtures were incubated at 60°C for 30 minutes. After cooling on ice for one minute, hybridization mixtures were prepared by adding 2x GEx Hybridization Buffer HI-RPM and mixing well by pipetting. These reactions were loaded in random arrangements with respect to time point onto 44K oligo salmonid microarrays (Agilent-025055) using Agilent SureHyb Hybridization Chambers. Each of the 4 × 44K arrays on the microarray slides had 100 μL of hybridization reaction added. The hybridization reactions were allowed to occur for 17 hours at 65°C. Slide washes were performed as per the manufacturer's instructions, including an ozone-protection step using the Agilent Stabilization and Drying Solution. Slides were scanned as soon as possible on a ScanArray Express (PerkinElmer, Waltham, MA) scanner at 5 μm resolution using a PMT setting of 80 in both channels, a black threshold of 1800, and a full color threshold of 26.8. Slides were stored in a low ozone chamber (typically < 5 ppb) until scanned.

### Data processing

Since the temperature of the environment has a strong influence on the rate of development of Atlantic salmon [16], time points as dpf were converted to both degree days and to the relative age in terms of Tau-somite (τ_s_) as proposed by Gorodilov [17] (Table 1). This allowed for the determination of corresponding phenotypic stages independent of the temperature during development.

**Table 1:** *S. salar *developmental stages sampled

Days post fertilization (dpf)	Degree days (12°C * dpf)	**Relative age in τ**_**s**_	Subperiod
2	24	17	Blastulation

5	60	42	Gastrulation

10	120	83	Somitogenesis

15	180	125	Vascularization of yolksac

20	240	167	Vascularization of yolksac

25	300	208	Formation of caudal rays

30	360	250	Formation of caudal rays

35	420	292	Formation of caudal rays

41	492	342	Free embryo/Alevin

47	564	392	Free embryo/Alevin

53	636	442	Free embryo/Alevin

59	708	492	Alevins have left gravel/ Beginning of parr markings

65	780	542	Fry/Appearance of caudal parr marks

71	852	592	Fry/Yolk-sac completely absorbed

77	924	642	Parr

83	996	692	Parr

89	1068	742	Parr

*S. salar *samples were taken at 17 time points, which correspond to specific developmental stages depending on the environmental temperature. Developmental stage can be measured in degree days, as relative age in Tau-somite(τ_s_) [16], or described as a phenotypic subperiod as expected in the wild [16].

This study complies with the MIAME standards [18]. 

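RNA from 3 whole individuals at each of 17 time points between 2 and 89 dpf was labelled with Cy5 and hybridized with 1 individual per array, which gave 51 arrays on 14 slides. Every array also carried the same Cy3-labelled reference pool, and the dyes were not swapped, so that each log ratio compares an individual with the pool in 1 dye orientation. Of the slides, 9 held 4 arrays and 5 held 3. Each array has 45220 spots, of which 43689 are probes, which the paper calls entities, and the others control spots. For each spot, the authors deposited the background-corrected median signal in both channels on a linear scale together with a spot flag. A table of normalized log2 ratios was deposited as well, in which the median of each probe over the 51 arrays is 0. No pair of arrays held identical values. The number of individuals and the height of the signals limit the precision of the values. The median Cy5 signal of an array lay between 124.5 and 601, with a median of 305, and the median Cy3 signal between 224 and 373.5, with a median of 299. Averaged over the 3 arrays of a time point, the median Cy5 signal was lowest at 2 dpf, at 153 ± 43.3 (SD, n = 3), and highest at 10 dpf, at 468 ± 105 (SD, n = 3). Between 7420 and 9450 probes had an unflagged Cy5 signal of at least 500 on the 2 dpf arrays, compared to between 7450 and 22457 on the arrays of the other time points.

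For the values given here, signals below 1 were set to 1, which concerned 0.234% of the Cy5 values. Log2 ratios of Cy5 to Cy3 were normalized within each array by loess, and flagged spots, 2.35% of the probe spots, had a weight of 0. Differences between time points were tested with limma on all 51 arrays in 1 fit, in which the 17 time points share an estimate of the spread among individuals. A probe was counted as changed at an unadjusted p of at most 0.01 and a fold change of at least 2, the thresholds of the methods. The normalization, the filter on dim probes, the treatment of flagged spots and the choice of the test could each change these counts.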

Scanned arrays were quantified using Imagene 8.0 (Biodiscovery, El Segundo, CA) and processed with in-house scripts for input to GeneSpring GX 11.0 (Agilent). Data were imported into GeneSpring under the following conditions: raw data were converted to a threshold value of 1.0, data were log-transformed, a Lowess normalization was performed, and a baseline transformation to the median of all samples was performed. As a quality control measure, 3D-PCA graphs were examined with respect to the experimental variable, namely days post fertilization (Figure 2a), and technical variables such as slide number (Figure 2b), with four randomized samples per slide. 

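Over the 18492 tested probes without a flag on any array, 79.0% of the variance of the log ratios lay between time points, compared to a mean of 32.0% when the time points were permuted over the arrays (one-sided permutation test with 100000 resamples, p = 1e-05, the smallest p these resamples can give). Among the 14 time points that remain without 2, 5 and 10 dpf, 63.4% of the variance lay between time points, compared to a permuted mean of 31.7% (the same permutation test, p = 1e-05). The alternative that moved the first share most was the omission of the filter on dim probes, with which 58.7% of the variance lay between time points.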

Clustering according to days post fertilization was evident, with earlier days (2, 5, and 10) being further removed from the rest of the samples. In contrast, no real clustering was observable based on slide number, and this trend continued for other technical variables such as labelling day (data not shown). 

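The mean profile of each time point was compared to that of each of the other 16 time points as the root mean square log2 difference over probes. This distance averaged 1.90 at 2 dpf, 1.64 at 5 dpf and 1.46 at 10 dpf, and between 0.85 and 1.09 at the 14 later time points. Averaged over 2, 5 and 10 dpf it was 1.79 times that of the later time points, and 1.55 times without a filter on dim probes. Between individuals of the same time point, the distance between single arrays lay between 0.55 at 10 dpf and 0.99 at 2 dpf. For 35 of the 51 arrays, the nearest array was another individual of the same time point, where 2.04 such arrays are expected by chance. The nearest array of 50 of the 51 arrays was of the same or an adjacent time point. At 2, 5 and 10 dpf, 9 of 9 arrays were nearest to an individual of their own time point, and at the later time points 26 of 42. At 41 dpf and at 65 dpf this held for 0 of 3 arrays. When 1 replicate of every time point was left out, between 12 and 21 of the 34 remaining arrays were nearest to an array of their own time point.

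**Figure D1:**
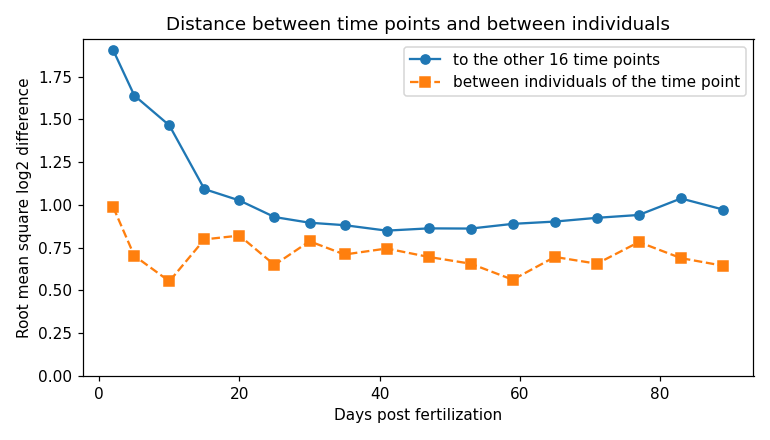
Root mean square log2 difference (vertical axis) against days post fertilization (horizontal axis). Circles show the mean distance of a time point from the other 16 time points, and squares the mean distance between single arrays of the 3 individuals of a time point; the distance from other time points falls from 1.90 at 2 dpf to 0.85 at 41 dpf.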

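After the mean of each time point had been subtracted, 31.7% of the remaining variance lay between the 14 slides, compared to a mean of 26.0% when the slide numbers were permuted over the arrays (one-sided permutation test with 100000 resamples, p = 2e-05). With a signal of at least 500 on all 51 arrays the share was 42.0% (the same permutation test, p = 1e-05). Without replicate 1 of every time point, the share between slides was 29.1% against a permuted mean of 30.3% (the same permutation test, p = 0.716). It was 49.6% against 39.4% without replicate 2 (permutation test, p = 1e-05, the smallest p these resamples can give) and 40.2% against 36.4% without replicate 3 (permutation test, p = 0.0306). Omitting replicate 1 takes out every array of slides 7, 8 and 10, and 14 of the 27 arrays on slides 7 to 14. Its result therefore cannot tell whether the share is stable. By the distance over probes, 3 of the 51 arrays had their nearest array on the same slide, where 2.76 are expected by chance. That distance includes the differences between time points, and 35 of the 51 arrays were nearest to their own time point. Only 3 slides held 2 arrays of a time point, so this count can neither show nor exclude an effect of the slide. Pairs of arrays of different time points on the same slide had a median correlation of 0.0212 in their deviations from the time point means, taken across probes, which are not independent replicates. Median Cy5 signals lay between 304.5 and 601 on the 24 arrays of slides 1 to 6 and between 124.5 and 323.5 on the 27 arrays of slides 7 to 14. Labelling day was not analysed here.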

After data import, entities flagged for various reasons (e.g. poor spot morphology) by Imagene were filtered out, along with entities possessing raw signal values lower than 500.

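A probe was kept when its Cy5 signal was at least 500, without a flag, on all 3 arrays of at least 1 time point. This left 20964 of the 43689 probes, and the paper gives 23,854 entities. On at least 2 of the 3 arrays of a time point this was met by 24737 probes, and 25216 had a mean signal of at least 500 at a time point when flags were ignored. A signal of at least 500 on any 1 array was met by 29266 probes, and on all 51 arrays by 3481. No flag was set on any array for 33533 probes. The files carry flags of 2 kinds on probe spots. Over the 51 arrays, one kind was set on 48476 spots, of which 72.4% had a signal of at least 60000 in 1 or both channels. That value was taken as saturation after the signals had been examined. The other kind was set on 3836 spots, of which 98.9% had signals under 500 in both channels.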

**Figure 2:**
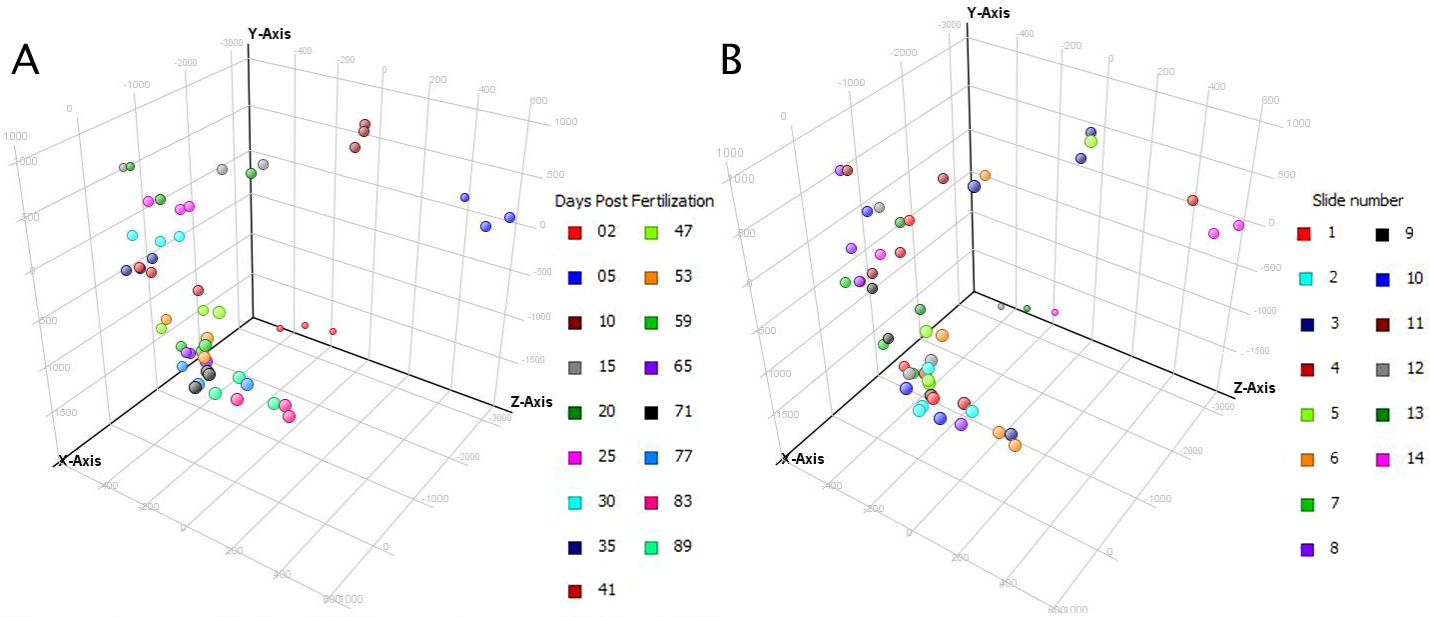
**3D-PCA plots showing variation based on experimental and technical variables**. Three-dimensional principle component analysis plots with each axis explaining a certain percentage of the variation among all samples. X-axis: 51.6% Y-axis: 21.9% Z-axis: 11.7% A) Samples colored according to days post fertilization B) Samples colored according to slide number.

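Principal components were computed here on the probe-centred log ratios of the 18492 tested probes without a flag. The first 3 components explained 46.5%, 14.9% and 5.64% of the variance among the 51 arrays. On the 2055 such probes with a Cy5 signal of at least 500 on all 51 arrays, the 3 components explained 41.2%, 19.0% and 8.97%.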

As an initial exploratory analysis, conditions (dpf) were compared to each other using a sliding window approach. Using a t-test assuming unequal variance (Welch) (p ≤ 0.01, fold change ≥ 2.0) without multiple test correction (MTC), each time point was compared to the next time point in the series. This allowed a cursory examination of the genes that were differentially regulated as development progressed. Numbers of significantly differentially expressed entities are listed in Table 2 and lists of annotated entities are provided as supplementary tables (additional file 1, additional file 2, additional file 3, additional file 4, additional file 5, additional file 6, additional file 7, additional file 8, additional file 9, additional file 10, additional file 11, additional file 12, additional file 13, additional file 14, additional file 15, additional file 16). 

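In the limma fit, 7819 probes changed between 2 and 5 dpf, 4080 between 5 and 10 dpf and 2663 between 10 and 15 dpf. Fewer probes changed in the next comparisons, with 675 between 15 and 20 dpf, 506 between 20 and 25 dpf and 285 between 25 and 30 dpf. Between 30 and 35 dpf the count was 819. It was 278 between 35 and 41 dpf, 418 between 41 and 47 dpf, 237 between 47 and 53 dpf and 144 between 53 and 59 dpf. The remaining comparisons gave 219 probes between 59 and 65 dpf, 209 between 65 and 71 dpf, 132 between 71 and 77 dpf, 511 between 77 and 83 dpf and 526 between 83 and 89 dpf. The count between 2 and 5 dpf was moved most by the requirement of a signal of at least 500 on all 51 arrays, under which 1403 of 3481 probes changed. The methods' t-test, applied to the 6 arrays of each comparison, gave 3464, 2229 and 825 probes in the first 3 comparisons and between 10 and 133 in the others. Single arrays decided several of the later counts. Without replicate 3 of 41 dpf, 904 probes changed between 41 and 47 dpf, and without replicate 1 of 47 dpf 174.

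**Figure D2:**
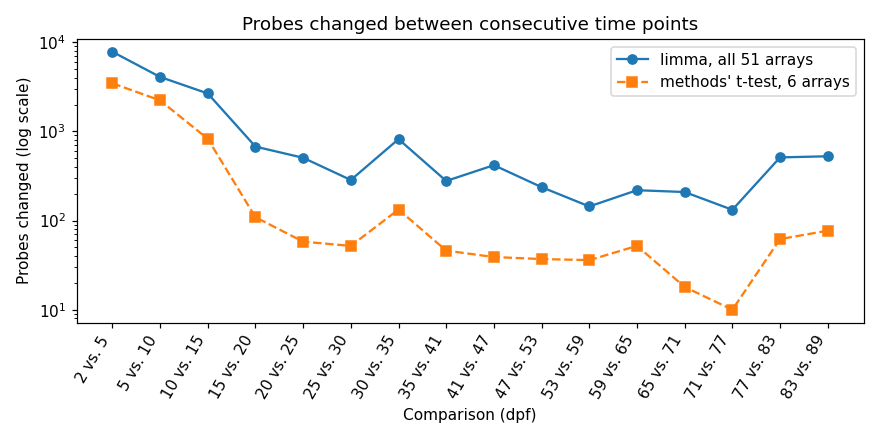
Number of probes changed (vertical axis, log scale) in each comparison of consecutive time points (horizontal axis, dpf). Circles show limma on all 51 arrays and squares the methods' t-test on 6 arrays; both are highest between 2 and 5 dpf, at 7819 and 3464 probes, and lowest between 71 and 77 dpf, at 132 and 10 probes.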

With a sample size of three individuals per condition, it is possible that discovery of more subtly changing differential regulation is limited and this may also cause inclusion of some false positives. Nonetheless, it is evident that high numbers of genes are being differentially regulated, especially in the first few weeks of development. 

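At a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 2, limma called 8327, 4206 and 2472 probes in the first 3 comparisons. These counts can exceed those at an unadjusted p of 0.01, because with many changed probes the adjusted threshold is the less strict of the pair. Of the following comparisons, 15 vs. 20 dpf had 300 such probes, 20 vs. 25 dpf 136, 30 vs. 35 dpf 194, 77 vs. 83 dpf 117 and 83 vs. 89 dpf 197. The others had between 0 and 23. The count of 0 was found by limma between 59 and 65 dpf, where 478 probes had an unadjusted p under 0.05 and a fold change of at least 2, and 182 by the methods' t-test. It was 10 with median centring and 11 with the Cy5 channel alone, and the count of 194 between 30 and 35 dpf became 63 and 301. Without a minimum of the fold change, 210 probes had a p of at most 0.01 between 71 and 77 dpf, where 209.2 of the 20920 tested are expected by chance. Between 2 and 5 dpf there were 8675 where 209.1 are expected. In data simulated for the comparison of 2 and 5 dpf, with 200 of 20964 probes changed, limma at the unadjusted threshold recovered 179 of the 200 and called 134 unchanged probes. After adjustment it recovered 153 and called 7 unchanged probes, and the methods' t-test without adjustment recovered 99 and called 19. In data simulated for 65 vs. 71 dpf, these numbers were 181 and 137 for limma, 150 and 5 after adjustment, and 92 and 32 for the methods' t-test. The simulated noise was normal, with the same spread of a probe at all time points, which is what the limma fit assumes. It thus favours limma over the methods' t-test, and far fewer probes changed than limma called between 2 and 5 dpf. Power on the real arrays cannot be read from these numbers.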

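A moderated F test over the 17 time points (limma, Benjamini-Hochberg adjusted p under 0.05) found differences in 17906 of the 20964 probes. Of the probes tested in a comparison, 37.4% changed between 2 and 5 dpf, 19.7% between 5 and 10 dpf, 12.9% between 10 and 15 dpf and 3.23% between 15 and 20 dpf. The later comparisons had between 0.631% and 3.91%. Of the probes changed between 2 and 5 dpf, 3955 were higher and 3864 lower at 5 dpf, so that 50.6% were higher. With median centring in place of loess, 84.2% of them were higher, and the median difference of all tested probes between these time points moved from -0.10 to 0.43 on the log2 scale. With a signal of at least 500 on all 51 arrays, 38.1% of the 1403 changed probes were higher. Between 5 and 10 dpf, 2400 probes were higher and 1680 lower at 10 dpf. Between 10 and 15 dpf, 2051 were higher and 612 lower at 15 dpf, which made 77.0% higher. That percentage was 40.1% with median centring and 54.2% with the Cy5 channel alone.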

In fact, it appears that the vast majority of transcriptional changes occur in the first 10 days of development.

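Of the 19521 calls in the 16 consecutive comparisons, 61.0% fell into the first 2 comparisons, from 2 to 10 dpf, and 74.6% into the first 3. The percentage in the first 2 varied with an SD of 5.07 percentage points when each replicate was left out in turn (n = 3), between 53.5% and 62.6%. It was 78.3% at a Benjamini-Hochberg adjusted p under 0.05, 78.6% with the methods' t-test and 53.2% without a filter on dim probes. The paper's counts in Table 2 give 78.1%. Counted once each, 12851 probes changed in at least 1 consecutive comparison, and 10196 of them changed between 2 and 5 dpf or between 5 and 10 dpf.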

**Table 2:** Numbers of differentially regulated entities across timeline

Comparison (dpf)	Number of differentially regulated entities
2 vs. 5	3329

5 vs. 10	2325

10 vs. 15	804

15 vs. 20	102

20 vs. 25	59

25 vs. 30	62

30 vs. 35	127

35 vs. 41	53

41 vs. 47	47

47 vs. 53	51

53 vs. 59	38

59 vs. 65	54

65 vs. 71	22

71 vs. 77	12

77 vs. 83	68

83 vs. 89	84

A Student's t-test assuming unequal variation (P ≤ 0.01, FC ≥ 2.0) without MTC was used to compare each sampled time point to the subsequent time point. Numbers of entities that were significantly differentially expressed between the compared time points are presented.

In order to investigate the biological and technical variation within and among conditions, we examined the variation among biological replicates for each entity (Table 3). All 23,854 entities that passed pre-filtering were used to determine the average standard deviation of replicates. The first condition (2 dpf) has the highest mean, indicating a possibly higher level of noise due to biological and technical variation; however the median is highest at 15 dpf, and in fact all days have comparable values. It appears that the data is not substantially noisier in the first days, therefore it is likely that the much higher number of differential transcripts in these comparisons is biologically accurate.

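The SD of the log2 ratios of the 3 individuals was computed at each time point for the 20118 to 20719 tested probes without a flag on its 3 arrays. The mean SD was highest at 2 dpf, at 0.527, followed by 0.495 at 15 dpf and 0.491 at 20 dpf, and lowest at 10 dpf, at 0.309. Leaving out each individual in turn varied the mean SD at 15 dpf with an SD of 0.127, which is larger than its difference from 2 dpf. The median SD was highest at 15 dpf, at 0.448, and 2 dpf ranked 4th of the 17 time points, at 0.417. Among probes with an unflagged Cy5 signal of at least 500 on all 3 arrays of a time point, the mean SD at 2 dpf was 0.321 over 6442 probes and ranked 9th, with the other time points between 0.259 and 0.471.

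**Figure D3:**
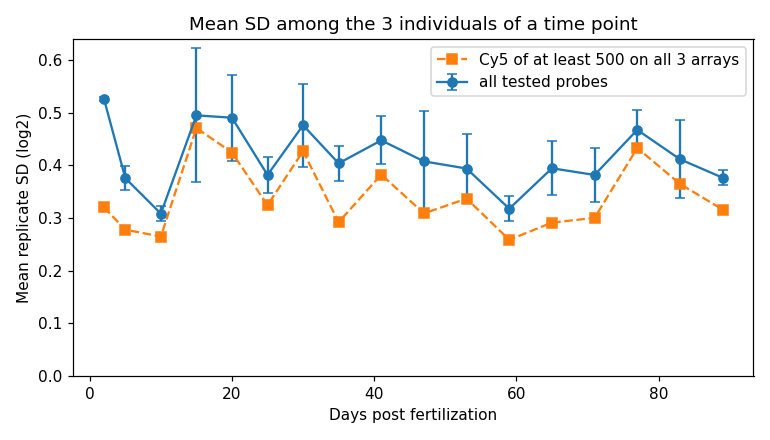
Mean SD of the log2 ratios among the 3 individuals of a time point (vertical axis) against days post fertilization (horizontal axis). Circles show all tested probes, with bars for the SD of the mean when each individual is left out in turn, and squares the probes with a Cy5 signal of at least 500 on all 3 arrays; the highest circle is 2 dpf, at 0.527, and the highest square 15 dpf, at 0.471.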

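The mean SD averaged 0.404 over 2, 5 and 10 dpf and 0.418 over the 14 later time points, a ratio of 0.966 (two-sided exact permutation test over the 680 choices of 3 of 17 time points, p = 0.728). For the median SD the averages were 0.326 and 0.365, a ratio of 0.895 (the same exact test, p = 0.304). Neither difference was larger than the spread among time points. The ratio of the mean SD passed to the other side of 1 without a filter on dim probes, at 1.02 (exact p = 0.646), and without replicate 1 of every time point, at 1.08 (exact p = 0.603). With median centring, the ratio of the median SD was 0.785 (exact p = 0.0353), over alternatives whose exact p lay between 0.0353 and 0.975. From comparable deviations in all time points, the paper proposes that the much higher number of differential transcripts in the first comparisons is biologically accurate.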

**Table 3:** Variation among replicate samples across timeline

Condition (dpf)	Mean	Median	Standard deviation
2	0.574	0.453	0.484

5	0.412	0.334	0.359

10	0.342	0.279	0.282

15	0.511	0.459	0.327

20	0.516	0.449	0.344

25	0.408	0.354	0.285

30	0.495	0.438	0.320

35	0.439	0.369	0.339

41	0.473	0.421	0.310

47	0.440	0.370	0.326

53	0.422	0.372	0.290

59	0.351	0.288	0.272

65	0.427	0.358	0.324

71	0.416	0.354	0.311

77	0.490	0.427	0.331

83	0.437	0.382	0.303

89	0.406	0.348	0.291

For each entity passing expression threshold and spot flag filters (total = 23,854), the standard deviation of the normalized, log-transformed values for the three replicates in a given condition was determined. For the calculated standard deviations within each condition, the mean deviation, median deviation, and standard deviation of the deviations were determined.

In terms of ontogenetically relevant probes on the 44K microarray, over 900 entities are currently annotated with the GO term "development". More specifically, approximately 620 and 180 entities are annotated with the terms "system development" and "embryo development", respectively. In this experiment, the majority of entities in each of these categories was expressed above our threshold of 500 in at least one condition. Some of the GO terms that are significantly enriched in the various comparisons include "blastocyst development" between 2 and 5 dpf, "brain development" between 5 and 10 dpf, "organ development" and "induction of apoptosis" between 10 and 15 dpf, and "erythrocyte development" between 15 and 20 dpf, to name just a few. 

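The GO terms of the changed entities were taken from the Additional files, which also give the names used here. Those files list entities that the authors called changed on these same arrays. A change found here for a listed probe is therefore no independent support. The annotation of the whole array was not used here, so no enrichment was tested. Each probe is given with its position code on the array. A probe under 500 in Cy5 on all 3 arrays of a time point has only a bound there. The bound is the mean of the brighter time point over that of the dimmer, for which each array's lowest signal of at least 500 stands in where it is higher than the probe's own, in the Cy5 channel after normalization. It is open to dye bias. In the first 1999 of the 2725 rows of Additional file 1, 2 probes carry the term blastocyst development. The probe of Eomes (C227R049) was under 500 at 2 dpf and at least 8.99-fold higher at 5 dpf (limma, adjusted p = 1.43e-07). The probe of Capn2 (C149R016) went from a log2 ratio of 1.33 ± 0.25 (SD, n = 3) at 2 dpf to -0.72 ± 0.16 (SD, n = 3) at 5 dpf, a change of -2.04 (standard error 0.35, limma, adjusted p = 7.77e-06). With median centring its change was -0.90 (adjusted p = 0.141), where its adjusted p over all alternatives lay between 1.31e-06 and 0.141.

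The term brain development is carried by 16 probes of Additional file 2, of which 15 were tested and 15 had a limma adjusted p under 0.05 between 5 and 10 dpf. Foxc1 had a probe (C041R114) at least 5.23-fold higher at 10 dpf and another (C129R059) at least 2.01-fold higher. SIX3 (C213R032) was at least 2.72-fold higher, and the probes of PCDH18 at least 1.89-fold (C146R003) and 1.25-fold (C177R125). The probe of pou5f1 (C242R122) was lower at 10 dpf, where it was under 500, than at 5 dpf, and no fold is given. Among the probes measured at both time points, the largest rise was that of PPT1 (C086R120), with a log2 change of 1.77 (standard error 0.25), and the largest fall that of BPTF (C264R138), with -1.81 (standard error 0.31). With slide as a fixed block, 6 of these 15 probes were no longer called, and with replicate 2 left out 4.

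For 10 vs. 15 dpf, no entity of Additional file 3 carries the exact term organ development. The term induction of apoptosis is carried by 6 probes, 5 higher and 1 lower at 15 dpf. Cebpb (C210R169) had a log2 change of 2.20 (standard error 0.53, limma, adjusted p = 0.0033), NLRP3 (C168R113) 1.60 (adjusted p = 0.0167) and Mal (C073R127) 1.11 (adjusted p = 0.0117). Plg (C062R107) and Bnip3 (C037R117) had higher log2 ratios at 15 dpf, but their mean Cy5 signals were under 500 at both time points, so no fold is given. The probe of CIDEC (C226R150) was at least 1.42-fold lower, with an adjusted p of 0.127. Each of the 5 higher probes kept its direction under all alternatives and lost its call under 3 to 6 of 14. Erythrocyte development is carried by 1 probe of Additional file 4, that of Ank1 (C034R111). Its log2 ratio was higher at 20 than at 15 dpf (limma, adjusted p = 0.00031), but its mean Cy5 signal was under 500 at 15 dpf, so no fold is given. It was not called without replicate 3 (adjusted p = 0.0842) or with the methods' t-test after Benjamini-Hochberg (adjusted p = 0.999), with adjusted p from 2.75e-05 to 0.999 over all alternatives.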

Other researchers may perform fuller and more detailed analyses in accordance with their own questions and hypotheses.

## Use of dataset

Beyond this preliminary analysis, there is a wealth of information to be gained from these data and we have submitted all normalized and raw data to NCBI's Gene Expression Omnibus (GEO) [19] for others to examine. The data are accessible through GEO Series accession number GSE25938 http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE25938. This dataset encompasses variation among three individuals per condition and differences across 17 timepoints. It is evident that this microarray provides the ability to determine a detailed transcriptional basis of ontogeny and this experiment in particular contains a great deal of developmental information. In addition, these data could be used as a reference for perturbed or abnormal development in other studies, or for researchers to refer to when transcriptional patterns of specific genes are discovered in other young salmonids.

## Conclusion

Here we present a large and novel dataset that represents an invaluable source of information on the transcriptional changes present in developing salmon. We believe these data will be of interest to many researchers in several fields, including aquaculture, genomics, and developmental and evolutionary biology. Both as an examination of healthy development on its own and as a reference for future studies, this set of expression profiles will prove to be valuable to the scientific community.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

SGJ performed data processing and analysis and drafted the manuscript. DSS ran microarrays and performed initial data processing. KRVS performed animal sampling and RNA extractions. MY performed additional animal sampling and assisted with microarray reactions. FM designed the 44K microarray. BFK conceived of the study. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **02 vs. 05 annotated entities**. Spreadsheet of all annotated significantly differentially regulated entities between 2 and 5 dpf. 

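Of the entities listed in the part of Additional file 1 used here, 1948 were tested. The log2 difference had the listed direction for all 1948, and limma called 1905 of them. The lists of the Additional files come from these same arrays, so such agreement, here and for the later files, is no independent support. Named here and for the later comparisons are the probes with the largest changes among those that met a rule. The rule asks for a description in the Additional files and an adjusted p under 0.05. It also asks for an unflagged Cy5 signal of at least 500 and below saturation on all 6 arrays, and no overlap between the 3 and 3 arrays. Only entities that the authors called changed in some comparison have such a description, so other probes of the array may have changed more. The largest fall from 2 to 5 dpf was that of lfng (C071R035), which encodes the glycosyltransferase lunatic fringe, with a log2 ratio of 2.58 ± 0.08 (SD, n = 3) at 2 dpf and -1.71 ± 0.16 (SD, n = 3) at 5 dpf. Its log2 change was -4.29 (standard error 0.27, limma, adjusted p = 1.86e-16). The probe of Unc84a (C121R075) changed by -4.03 (standard error 0.32) and that of ANXA13 (C154R114), annexin A13, by -3.85 (standard error 0.41). The largest rise was that of SAT1 (C108R033), diamine acetyltransferase 1, from -2.99 ± 0.44 (SD, n = 3) to 0.94 ± 0.03 (SD, n = 3), a log2 change of 3.93 (standard error 0.27, limma, adjusted p = 1.35e-14). It was followed by RPL36AL (C067R156), a ribosomal protein, with 3.47 (standard error 0.25) and the splicing factor SFRS2 (C107R086) with 3.35 (standard error 0.25). All 6 kept their direction and an adjusted p under 0.05 under all alternatives, while median centring reduced the falls to between -3.01 and -2.34 and raised the rises to between 4.32 and 4.99.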

Includes p-values, fold change, direction of regulation, and annotation information. Click here for file

Additional file 2 **05 vs. 10 annotated entities**. Spreadsheet of all annotated significantly differentially regulated entities between 5 and 10 dpf. 

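For all 1828 tested entities of Additional file 2 the log2 difference had the listed direction here, and 1680 of them were called by limma. The largest fall under the same rule from 5 to 10 dpf was that of cldnd (C088R068), a claudin-like protein, whose log2 ratio was 2.78 ± 0.07 (SD, n = 3) at 5 dpf and -1.87 ± 0.65 (SD, n = 3) at 10 dpf. The log2 change was -4.64 (standard error 0.43, limma, adjusted p = 4.09e-11), and this probe alone among the 6 named here was not called by the methods' t-test after Benjamini-Hochberg (adjusted p = 0.0542, over alternatives between 7.96e-13 and 0.0542). Next were the fucosyltransferase Fut7 (C022R032) with -4.53 (standard error 0.26) and bzw2 (C149R007) with -4.00 (standard error 0.40). The keratin krt18 (C188R027) rose most, from -5.48 ± 0.04 (SD, n = 3) to -0.89 ± 0.52 (SD, n = 3), by 4.59 (standard error 0.33, limma, adjusted p = 8.43e-14). The tropomyosin TPM4 (C025R058) rose by 4.32 (standard error 0.36) and Arhgdia (C100R036) by 4.06 (standard error 0.30).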

Includes p-values, fold change, direction of regulation, and annotation information. Click here for file

Additional file 3 **10 vs. 15 annotated entities**. Spreadsheet of all annotated significantly differentially regulated entities between 10 and 15 dpf. 

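Of Additional file 3, 649 entities were tested; all 649 had a log2 difference in the listed direction and 589 were called by limma. The transcription cofactor HES6 (C199R060) fell most under the same rule from 10 to 15 dpf, from a log2 ratio of 2.21 ± 0.16 (SD, n = 3) to -0.61 ± 0.34 (SD, n = 3), a change of -2.82 (standard error 0.39, limma, adjusted p = 8.99e-07). The replication factor Cdt1 (C180R147) changed by -2.79 (standard error 0.33) and the homeobox protein pv.1 (C230R096) by -2.34 (standard error 0.37). The largest rise was that of Pcolce (C245R130), a procollagen endopeptidase enhancer, from -3.55 ± 0.12 (SD, n = 3) to 0.81 ± 0.13 (SD, n = 3), by 4.36 (standard error 0.45, limma, adjusted p = 2.04e-09). The collagen COL2A1 (C133R115) rose by 3.86 (standard error 0.55) with an SD of 1.80 among the individuals at 10 dpf (n = 3), and the transferrin receptor TFRC (C034R067) by 3.62 (standard error 0.44). Of these 6 probes, that of Pcolce alone was called by the methods' t-test after Benjamini-Hochberg.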

Includes p-values, fold change, direction of regulation, and annotation information. Click here for file

Additional file 4 **15 vs. 20 annotated entities**. Spreadsheet of all annotated significantly differentially regulated entities between 15 and 20 dpf. Includes p-values, fold change, direction of regulation, and annotation information. 

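Between 15 and 20 dpf, the largest rise under the same rule was that of RHAG (C227R072), a Rhesus blood group glycoprotein. Its log2 ratio went from -0.23 ± 0.40 (SD, n = 3) to 2.20 ± 0.55 (SD, n = 3), by 2.43 (standard error 0.47, limma, adjusted p = 0.0017). It was not called without replicate 3 (adjusted p = 0.227) or with the methods' t-test after Benjamini-Hochberg, with adjusted p from 4.04e-05 to 0.999 over all alternatives. The largest fall, that of the transposon-derived PGBD4 (C252R054), was -1.51 (standard error 0.38, adjusted p = 0.0245), and it lost its call under 6 of 14 alternatives.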

Click here for file

Additional file 5 **20 vs. 25 annotated entities**. Spreadsheet of all annotated significantly differentially regulated entities between 20 and 25 dpf. Includes p-values, fold change, direction of regulation, and annotation information. 

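F13a1 (C182R121), coagulation factor XIII A, fell most under the rule for named probes between 20 and 25 dpf, from a log2 ratio of 2.14 ± 0.33 (SD, n = 3) to -1.47 ± 0.67 (SD, n = 3), a change of -3.61 (standard error 0.39, limma, adjusted p = 1.61e-07). The lens protein beta-crystallin S-1 (GS-1, C126R046) rose by 3.23 (standard error 0.36, adjusted p = 2.75e-07). Both were called by limma under all alternatives and not by the methods' t-test after Benjamini-Hochberg.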

Click here for file

Additional file 6 **25 vs. 30 annotated entities**. Spreadsheet of all annotated significantly differentially regulated entities between 25 and 30 dpf. Includes p-values, fold change, direction of regulation, and annotation information. 

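Between 25 and 30 dpf, 10 probes had a limma adjusted p under 0.05 and a fold change of at least 2. The largest fall under the rule given for the first comparisons was that of gamma-crystallin M2 (GM2, C118R163), from -0.37 ± 0.53 (SD, n = 3) to -2.68 ± 0.37 (SD, n = 3), with a change of -2.31 (standard error 0.38, adjusted p = 0.00812). It was not called without replicate 2, without replicate 3 or with the methods' t-test after Benjamini-Hochberg, and no rise met the rule.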

Click here for file

Additional file 7 **30 vs. 35 annotated entities**. Spreadsheet of all annotated significantly differentially regulated entities between 30 and 35 dpf. Includes p-values, fold change, direction of regulation, and annotation information. 

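The same probe of GM2 (C118R163) was the largest rise between 30 and 35 dpf, to a log2 ratio of 0.33 ± 0.19 (SD, n = 3), by 3.01 (standard error 0.38, limma, adjusted p = 2.15e-05). Both changes rest on the lower log ratios of the 3 individuals at 30 dpf. The largest fall was that of alas2 (C109R141), the erythroid 5-aminolevulinate synthase, with -1.59 (standard error 0.26, adjusted p = 0.00067), which was not called without replicate 2, without replicate 3 or with the methods' t-test after Benjamini-Hochberg. That test did not call the rise of GM2 either.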

Click here for file

Additional file 8 **35 vs. 41 annotated entities**. Spreadsheet of all annotated significantly differentially regulated entities between 35 and 41 dpf. 

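Of the 42 entities listed for 35 vs. 41 dpf, 37 were tested. All 37 had a log2 difference in the listed direction, and limma called 26 of them (p of at most 0.01 and a fold change of at least 2). The methods' t-test called 35.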

Includes p-values, fold change, direction of regulation, and annotation information. Click here for file

Additional file 9 **41 vs. 47 annotated entities**. Spreadsheet of all annotated significantly differentially regulated entities between 41 and 47 dpf. Includes p-values, fold change, direction of regulation, and annotation information. 

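At an adjusted p under 0.05 and a fold change of at least 2, limma called 2 probes between 41 and 47 dpf. One of them, the hemoglobin subunit hbb4 (C021R112), met the rule for named probes. Its log2 ratio rose from 0.23 ± 0.27 (SD, n = 3) to 2.17 ± 0.32 (SD, n = 3), by 1.94 (standard error 0.36, adjusted p = 0.0274). Under 10 of 14 alternatives it was not called, with adjusted p between 0.0274 and 0.888 over all of them.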

Click here for file

Additional file 10 **47 vs. 53 annotated entities**. Spreadsheet of all annotated significantly differentially regulated entities between 47 and 53 dpf. Includes p-values, fold change, direction of regulation, and annotation information. Click here for file

Additional file 11 **53 vs. 59 annotated entities**. Spreadsheet of all annotated significantly differentially regulated entities between 53 and 59 dpf. 

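The largest rise under the rule for named probes between 53 and 59 dpf was that of CHIA (C052R001), a chitinase. Its log2 ratio was -3.41 ± 0.51 (SD, n = 3) at 53 dpf and -0.34 ± 0.41 (SD, n = 3) at 59 dpf, a rise of 3.07 (standard error 0.51, limma, adjusted p = 0.00219). The call was lost when any 1 replicate of every time point was left out, with slide as a fixed block or with the methods' t-test after Benjamini-Hochberg.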

Includes p-values, fold change, direction of regulation, and annotation information. Click here for file

Additional file 12 **59 vs. 65 annotated entities**. Spreadsheet of all annotated significantly differentially regulated entities between 59 and 65 dpf. Includes p-values, fold change, direction of regulation, and annotation information. Click here for file

Additional file 13 **65 vs. 71 annotated entities**. Spreadsheet of all annotated significantly differentially regulated entities between 65 and 71 dpf. Includes p-values, fold change, direction of regulation, and annotation information. Click here for file

Additional file 14 **71 vs. 77 annotated entities**. Spreadsheet of all annotated significantly differentially regulated entities between 71 and 77 dpf. Includes p-values, fold change, direction of regulation, and annotation information. Click here for file

Additional file 15 **77 vs. 83 annotated entities**. Spreadsheet of all annotated significantly differentially regulated entities between 77 and 83 dpf. 

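RPS9 (C238R112), a ribosomal protein, rose most under the rule for named probes between 77 and 83 dpf, from a log2 ratio of -0.37 ± 0.99 (SD, n = 3) to 2.17 ± 0.71 (SD, n = 3), by 2.54 (standard error 0.45, limma, adjusted p = 0.00256). The largest fall was that of a histone H1 probe (C075R038), with a change of -1.46 (standard error 0.27, adjusted p = 0.00371). The first was not called under 4 and the second under 5 of 14 alternatives.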

Includes p-values, fold change, direction of regulation, and annotation information. Click here for file

Additional file 16 **83 vs. 89 annotated entities**. Spreadsheet of all annotated significantly differentially regulated entities between 83 and 89 dpf. 

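Between 83 and 89 dpf the RPS9 probe (C238R112) fell most under the rule for named probes, to a log2 ratio of -0.94 ± 0.43 (SD, n = 3), with a change of -3.11 (standard error 0.45, limma, adjusted p = 8.16e-05). Without replicate 2 (adjusted p = 0.26) and with the methods' own test after Benjamini-Hochberg it was not called, with adjusted p from 3.17e-05 to 0.832 over all alternatives. The pepsin PGA (C151R023) rose by 2.79 (standard error 0.52, adjusted p = 0.00191). Its SD among the individuals at 83 dpf was 1.83 (n = 3), and it was not called without replicate 2, without replicate 3 or with the methods' own test after adjustment.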

Includes p-values, fold change, direction of regulation, and annotation information. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

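Whole embryos, larvae or alevins of Atlantic salmon were sampled on 17 days between 2 and 89 dpf, with 3 individuals per time point, and each individual was hybridized to 1 array of 44K oligonucleotides. The individual was labelled with Cy5 and the common reference pool with Cy3 on all 51 arrays. The labels of the samples give the time point and the replicate number, and all 51 samples were assigned to their time point from these labels and Table 1 of the paper. The slide of each array was taken from the names of the scanner files and used as a technical variable.

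The authors scanned the slides and quantified them with ImaGene, and they deposited for each array the background-corrected median signal intensity of each spot in both channels, on a linear scale, together with a flag. How the background was corrected is not given in the paper's text. The authors also deposited a table of normalized log2 ratios, made in GeneSpring from signals raised to at least 1, with Lowess normalization within arrays and each probe set to a median of 0 over all samples. Its scale and direction were checked against the scanner values. Across probes, the correlation of an array's deposited values with its centred log ratio of Cy5 to Cy3 lay between 0.836 and 0.989, with a median of 0.974, and the medians of its columns lay between -0.04 and 0.03. The control spots are absent from this table and spot flags had not been applied to it.

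From the intensities, log2 ratios were computed after signals below 1 had been set to 1, and normalized within each array by loess with limma 3.58.1 in R 4.3.3. Control spots were left out and flagged spots had a weight of 0. Each probe has 1 spot, so no spots were averaged, and different probes of a gene were kept apart. The 20964 probes with an unflagged Cy5 signal of at least 500 on all 3 arrays of at least 1 time point were tested. The design was 1 limma fit (lmFit and eBayes) of all 51 arrays with a mean per time point, and from it came the 16 comparisons of consecutive time points, 4 comparisons over longer spans (2 vs. 10, 10 vs. 89, 15 vs. 89 and 41 vs. 89 dpf) and an F test over all time points. The thresholds were an unadjusted p of at most 0.01 with a fold change of at least 2, as in the methods, and a Benjamini-Hochberg adjusted p under 0.05 with the same fold change. The fit was tested on simulated data with 200 changed probes per comparison and normal noise, with the same spread of a probe at all time points. Shares of variance were tested with 100000 permutations of the arrays, and the replicate SD with all 680 choices of 3 of the 17 time points. Permutations, SDs and principal components were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

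The probes named in the text were chosen by a rule. For each of the first 3 comparisons they are the 3 largest rises and the 3 largest falls, and for each later comparison the largest rise and the largest fall, among probes with an adjusted p under 0.05, a fold change of at least 2, an unflagged Cy5 signal of at least 500 and below saturation on all 6 arrays, no overlap between the time points, and a description in the Additional files. Every probe that the Additional file of a comparison annotates with the GO term named in the text for that comparison was added. The probes of 5 families (hemoglobin subunits, cyclin-B, zona pellucida proteins, vitellogenin and histone H1) were followed over time. No probe met the rule between 47 and 53, 59 and 65, 65 and 71 or 71 and 77 dpf. The samples, the main tests, the rule for named probes and all alternatives but one were set before the data were examined. Some further tests were chosen only after results had been seen and are named as such with their results. The alternative set later is the methods' t-test on the authors' deposited values with flagged spots kept, which was chosen after seeing the data, as was the signal of 60000 taken as saturation.

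The alternatives were median centring in place of loess, quantile scaling of the average signal between arrays, the Cy5 channel alone with quantile normalization, other filters on dim probes, flagged spots kept, the authors' deposited values on the same probes, the methods' t-test with and without Benjamini-Hochberg adjustment, other thresholds, limma on the 6 arrays of a comparison, the replicate number or the slide as a block, and replicates or single arrays left out. Alternatives for the background correction were not run, because the deposited intensities are already corrected and no foreground or background intensity was used here. Arrays have no sequencing depth. Their precision is limited by 3 individuals per time point and by signals near the detection minimum, which most probes were under on the 2 dpf arrays. No genome was used, and probes are named from the Additional files. Additional file 1 was at hand for the first 1999 of its 2725 rows, so no overlap or enrichment was tested against it.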

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

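The comparison with other splits of the arrays and the test of all 6227 probes on 20 and 83 dpf with its background were chosen only after the result was seen, and the tests of the 4269 probes on 20, 83 and 41 to 59 dpf were set before their values were known.

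Between 15 and 89 dpf, a pair of time points the paper does not compare, limma called 6227 probes, and 4269 of them (68.6%) were called in no comparison of consecutive time points in between. This is a signal in a comparison that the paper does not report. Of the 4269, 2085 were higher and 2184 lower at 89 dpf, with a median absolute log2 change of 1.55. All 4269 had an adjusted p under 0.05, but with as many probes at a p of at most 0.01 as here, this follows from their call and adds nothing to it. The number was 2126 of 2380 probes with the methods' t-test and 574 of 699 among probes with a Cy5 signal of at least 500 on all 51 arrays. Of the 10 splits of the 6 arrays into 3 and 3, 1, the real one, gave as many calls as 6227, and the largest of the others gave 904, but with 10 splits the share cannot go under 0.1, so that this count alone cannot exclude chance. In limma, 7057 probes had a p of at most 0.01 where 208.7 are expected by chance, and 6569 were called after adjustment, which argues against chance.

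An offset of the 15 or the 89 dpf arrays would leave no common direction on other arrays. Between 20 and 83 dpf, which share no array with them, 97.1% of all 6227 probes moved in the same direction. As a background, sets of 3 and 3 arrays of 2 time points other than 20 and 83 dpf were compared after subtraction of the time point means, with as many probes and the direction that agreed more: over 945 such differences the median was 52.8% and the highest 66.8%. This argues against an offset of the kind seen among arrays of a time point as the whole cause of the 6227 calls. Among probes called in the other splits of the 15 and 89 dpf arrays and in no step, the percentage lay between 4.42% and 98.2% with a median of 86.8%, but each of these splits keeps part of the difference between 15 and 89 dpf, so they do not serve as a background. Of the 4269 probes 98.5% did, but these were chosen for not being called from 15 to 20 or from 83 to 89 dpf, which by itself favours a change between 20 and 83 dpf, so that this value decides nothing for them. Nor does the course in between: the median probe had reached 72.6% of its change by the mean of 41 to 59 dpf (quartiles 57.3% and 88.0%), but the choice of probes called in no step largely fixes a change over several steps, so whether it is gradual stays open. Flagged spots, the scaling and the slide do not remove the pattern, with 4270 probes when flagged spots were kept, 4259 with median centring, 4478 with the Cy5 channel alone and 4006 with slide as a fixed block. A drop in the proportion of some tissues in the whole animal, growth, and a change of expression within cells remain open as biological explanations and were not tested.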

How the results depend on the processing

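The methods' t-test on the authors' deposited values with flagged spots kept was chosen only after the values had been seen, and all other alternatives were set beforehand. Counts of probes are given for the 16 comparisons of consecutive time points in order from 2 vs. 5 to 83 vs. 89 dpf. A count within 1.5 times that of the limma fit is taken as unmoved.

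The test moved most of the counts. With the methods' t-test they were 3464, 2229, 825, 109, 58, 52, 133, 46, 39, 37, 36, 52, 18, 10, 62 and 77, and over the longer spans 4912 for 2 vs. 10, 5022 for 10 vs. 89, 2380 for 15 vs. 89 and 568 for 41 vs. 89 dpf. On the authors' deposited values with flagged spots kept, that test gave 3535, 2406, 848, 97, 59, 54, 129, 54, 39, 40, 38, 54, 17, 9, 62 and 82, and 5256, 5393, 2489 and 594 over the longer spans. On the values computed here, the test gave after Benjamini-Hochberg adjustment 3127, 1615 and 4 probes in the first 3 comparisons and 0 in each of the other 13, and 5903, 6089, 1131 and 0 over the longer spans. In these 13 comparisons, between 61 and 562 probes had an unadjusted p under 0.05 and a fold change of at least 2 by the same test and between 324 and 1249 by limma. Between 41 and 89 dpf the numbers were 1590 and 2479, and limma called 1612 after adjustment. In the simulated data the methods' t-test recovered about as many changed probes at 2 vs. 5 dpf, 99 of 200, as at 65 vs. 71 dpf, 92 of 200. Each probe was given the same spread at every time point in these data. The likeness was therefore set in advance and says nothing about power on the real early and late arrays. At a Benjamini-Hochberg adjusted p under 0.05, limma gave 300 for 15 vs. 20 dpf, 136 for 20 vs. 25 dpf, 10 for 25 vs. 30 dpf, 194 for 30 vs. 35 dpf, 23 for 35 vs. 41 dpf, 2 for 41 vs. 47 dpf, 4 for 47 vs. 53 dpf, 9 for 53 vs. 59 dpf, 0 for 59 vs. 65 dpf, 1 for 65 vs. 71 dpf, 1 for 71 vs. 77 dpf, 117 for 77 vs. 83 dpf and 197 for 83 vs. 89 dpf, and the first 3 counts were unmoved. Of the adjusted counts of at least 10, those moved by median centring were 185 for 15 vs. 20 dpf, 85 for 20 vs. 25 dpf, 4 for 25 vs. 30 dpf, 63 for 30 vs. 35 dpf and 119 for 83 vs. 89 dpf, by the Cy5 channel alone 17 for 25 vs. 30 dpf, 301 for 30 vs. 35 dpf and 39 for 35 vs. 41 dpf, by the omission of the filter 194 for 15 vs. 20 dpf, 72 for 20 vs. 25 dpf, 106 for 30 vs. 35 dpf, 12 for 35 vs. 41 dpf, 59 for 77 vs. 83 dpf and 125 for 83 vs. 89 dpf, by a signal of at least 500 on at least 1 array 72 for 77 vs. 83 dpf and by that on all 51 arrays 1411 for 2 vs. 5 dpf, 466 for 5 vs. 10 dpf, 252 for 10 vs. 15 dpf, 23 for 15 vs. 20 dpf, 10 for 20 vs. 25 dpf, 34 for 30 vs. 35 dpf, 6 for 35 vs. 41 dpf, 44 for 77 vs. 83 dpf, 50 for 83 vs. 89 dpf, 1379 for 2 vs. 10 dpf, 969 for 10 vs. 89 dpf, 703 for 15 vs. 89 dpf and 169 for 41 vs. 89 dpf. The adjusted counts under 10 were at most 17 under these, and the count of 0 between 59 and 65 dpf was 10 with median centring and 11 with the Cy5 channel alone. Between 59 and 65 dpf, where the count was 0, 478 probes had an unadjusted p under 0.05 and a fold change of at least 2 by limma and 182 by the methods' t-test. Limma on the 6 arrays of a comparison gave 444 for 15 vs. 20 dpf and 84 for 71 vs. 77 dpf, and limma without a minimum of the fold change 393 for 47 vs. 53 dpf, 210 for 71 vs. 77 dpf and 795 for 77 vs. 83 dpf.

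The filter changes how many probes are tested. With a Cy5 signal of at least 500 on all 51 arrays, 3481 probes were left, and the counts were 1403, 462, 255, 50, 30, 25, 56, 15, 33, 17, 3, 4, 2, 3, 61 and 59, with 1368, 956, 699 and 171 over the longer spans and 2480 probes that differed among the 17 time points. Without a filter, on 43689 probes, the counts were 840 for 20 vs. 25 dpf, 593 for 25 vs. 30 dpf, 625 for 35 vs. 41 dpf, 762 for 41 vs. 47 dpf, 540 for 47 vs. 53 dpf, 400 for 53 vs. 59 dpf, 510 for 59 vs. 65 dpf, 575 for 65 vs. 71 dpf, 444 for 71 vs. 77 dpf and 780 for 77 vs. 83 dpf. With a signal of at least 500 on at least 1 array they were 332 for 65 vs. 71 dpf and 237 for 71 vs. 77 dpf.

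Median centring gave 273 for 41 vs. 47 dpf, and slide as a fixed block gave 1753 for 10 vs. 15 dpf and 176 for 41 vs. 47 dpf. Of these 1753 and 176 probes, 1439 and 64 were also called without the block. An unmoved count can likewise hold other probes, as between 77 and 83 dpf, where 171 of the 511 were still called. No count was moved by the Cy5 channel alone, by keeping flagged spots, by the authors' deposited values in limma or by slide as a random block. Quantile scaling of the average signal leaves every log ratio as it is, so it changes nothing by construction and says nothing about stability. The replicate numbers do not pair the arrays, since in 0 of the 16 comparisons all 3 correlations across probes between arrays of the same number were above 0.1. With the replicate number as a fixed block, no count was moved; it gave 7915 probes for 2 vs. 5 dpf and 2001 for 41 vs. 89 dpf.

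The directions of the changed probes depend on the scaling and on the filter. With median centring, the percentage higher at the later time point went from 50.6 to 84.2 for 2 vs. 5, from 77.0 to 40.1 for 10 vs. 15, from 71.9 to 56.6 for 25 vs. 30, from 53.7 to 20.9 for 30 vs. 35, from 59.3 to 84.8 for 77 vs. 83 and from 40.9 to 28.3 for 83 vs. 89 dpf. Over the longer spans it went from 52.7 to 79.0 for 2 vs. 10, from 56.2 to 40.1 for 10 vs. 89 and from 58.2 to 70.2 for 41 vs. 89 dpf. With the Cy5 channel alone it was 54.2 for 10 vs. 15, 61.1 for 25 vs. 30, 72.3 for 65 vs. 71 (60.8 in the limma fit) and 43.0 for 10 vs. 89 dpf. With a signal of at least 500 on all 51 arrays it was 38.1 for 2 vs. 5, 65.2 for 5 vs. 10 and 83.9 for 10 vs. 15 dpf. Over the longer spans it was then 41.8 for 2 vs. 10, 54.3 for 10 vs. 89, 45.8 for 15 vs. 89 and 23.4 for 41 vs. 89 dpf. The cause was not tested.

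Leaving out 1 replicate of every time point or single arrays gave 283 to 667 for 20 vs. 25 dpf, 163 to 524 for 25 vs. 30 dpf, 452 to 1079 for 30 vs. 35 dpf, 188 to 486 for 35 vs. 41 dpf, 174 to 904 for 41 vs. 47 dpf, 118 to 390 for 47 vs. 53 dpf, 88 to 205 for 53 vs. 59 dpf, 142 to 285 for 59 vs. 65 dpf, 137 to 316 for 65 vs. 71 dpf, 80 to 418 for 71 vs. 77 dpf and 263 to 736 for 83 vs. 89 dpf. Single arrays moved each of these counts but that of 20 vs. 25 dpf by more than 1.5 times, and of these omissions only that of replicate 3 of every time point moved that one, to 283. 25 vs. 30 dpf had 513 without 30 dpf replicate 1. 30 vs. 35 dpf had 466 without 30 dpf replicate 2. 35 vs. 41 dpf had 486 without 35 dpf replicate 2 and 419 without 41 dpf replicate 3. 41 vs. 47 dpf had 217 without 41 dpf replicate 1, 904 without 41 dpf replicate 3 and 174 without 47 dpf replicate 1. 47 vs. 53 dpf had 118 without 47 dpf replicate 1, 361 without 47 dpf replicate 2, 390 without 47 dpf replicate 3 and 128 without 53 dpf replicate 1. 53 vs. 59 dpf had 88 without 59 dpf replicate 1. 59 vs. 65 dpf had 142 without 59 dpf replicate 1. 65 vs. 71 dpf had 137 without 71 dpf replicate 1 and 316 without 71 dpf replicate 3. 71 vs. 77 dpf had 80 without 77 dpf replicate 1, 274 without 77 dpf replicate 2 and 418 without 77 dpf replicate 3. 83 vs. 89 dpf had 350 without 83 dpf replicate 1, where each time point and replicate number names the array left out.

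The share of calls in the first 2 comparisons, 61.0%, was 53.2% without a filter, 75.3% with a signal of at least 500 on all 51 arrays, 78.3% after adjustment in limma, 78.6% with the methods' t-test, 99.9% with that test after adjustment and 79.0% with that test on the deposited values. Without 1 replicate it was 53.5% to 62.6%. It was above 50% under all 20 alternatives. The number of probes changed between 15 and 89 dpf and in no step between was 4269, with 574 on all 51 arrays at 500 or more and 2126 with the methods' t-test, and between 3344 and 5986 under the other alternatives.

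The share of variance between slides, 31.7%, was 42.0% with at least 500 on all 51 arrays, 37.8% with median centring, 36.5% with the Cy5 channel alone, 29.7% with at least 500 on at least 1 array and 27.7% without a filter. It lay between 29.1% and 49.6% without 1 replicate, and the permutation p was above 0.05 without replicate 1 and under no other of these alternatives. No array of slides 7, 8 and 10 is left without replicate 1, so that omission cannot tell whether the share is stable. The number of arrays whose nearest array was of the same time point was 12 to 21 of 34 without 1 replicate. The distance of 2, 5 and 10 dpf over that of the later time points, 1.79, was 1.82 with median centring, 1.82 with the Cy5 channel alone, 1.55 without a filter, 1.71 with at least 500 on at least 1 array, 1.82 with at least 500 on all 51 arrays and 1.71 to 1.74 without 1 replicate. It was above 1 in every case. Component 1 explained 43.3% with median centring, 26.9% without a filter, 39.3% with at least 500 on at least 1 array, 41.2% on all 51 arrays and 45.4% to 49.6% without 1 replicate. For component 2 these were 17.9%, 9.75%, 13.3%, 19.0% and 14.8% to 16.3%, with 16.4% for the Cy5 channel alone. For component 3 they were 6.62%, 4.23%, 5.20%, 8.97% and 5.79% to 6.17%, with 5.90% for the Cy5 channel alone.

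The mean replicate SD of 2, 5 and 10 dpf over that of the later time points, 0.966, went to the other side of 1 without a filter, at 1.02, with at least 500 on at least 1 array, at 1.00 (1.0006), and without replicate 1, at 1.08; without 1 replicate it ranged from 0.868 to 1.08. The ratio of the medians, 0.895, was 0.785 with median centring, with an exact p of 0.0353, and 0.785 to 1.01 without 1 replicate, where 1.01 was without replicate 1. The cause was not tested, and no direction of this ratio is established. Of the 34 mean and median SDs of single time points, 33 moved by more than their spread without a filter, 31 with at least 500 on all 51 arrays, 32 without replicate 1 and 1 with the authors' deposited values.

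Of 56 changes of single probes, 32 chosen as the largest rises or falls and 24 for a GO term, not all of which are given in the text, none was reversed. All 56 kept their side of the threshold with the authors' deposited values, with flagged spots kept and with the replicate block. The methods' t-test after adjustment no longer called 27 of them, slide as a fixed block 15, median centring 8 and the Cy5 channel alone 6. Without replicate 1, 2 or 3 the numbers no longer called were 10, 17 and 11. Median centring brought 1 change, that of CIDEC (C226R150), under the threshold.

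Normexp and the use of uncorrected signals were not run, because they need foreground and background intensities, and only corrected signals were used here. Signals above background limit the values most at 2 dpf, where 7420 to 9450 probes per array reached 500, and on slide 7, where 7450 to 8002 did.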

Differences from the paper's values

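The methods' t-test on the authors' deposited values with flagged spots kept was chosen only after the values had been seen.

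The number of probes changed in each of the 16 comparisons differs from the number of entities in the paper's Table 2. A number is called different here where it and the paper's are more than 1.5 times apart. With the value of the limma fit first and the paper's second, they are 7819 and 3329 for 2 vs. 5 dpf, 4080 and 2325 for 5 vs. 10 dpf, 2663 and 804 for 10 vs. 15 dpf, 675 and 102 for 15 vs. 20 dpf, 506 and 59 for 20 vs. 25 dpf, 285 and 62 for 25 vs. 30 dpf, 819 and 127 for 30 vs. 35 dpf and 278 and 53 for 35 vs. 41 dpf. In the remaining comparisons they are 418 and 47 for 41 vs. 47 dpf, 237 and 51 for 47 vs. 53 dpf, 144 and 38 for 53 vs. 59 dpf, 219 and 54 for 59 vs. 65 dpf, 209 and 22 for 65 vs. 71 dpf, 132 and 12 for 71 vs. 77 dpf, 511 and 68 for 77 vs. 83 dpf and 526 and 84 for 83 vs. 89 dpf. Of the alternatives set before the data were examined, the methods' t-test has no difference in any of the 16 comparisons, with 3464 probes for 2 vs. 5 and 77 for 83 vs. 89 dpf, and the paper's methods name this test. A signal of at least 500 on all 51 arrays has none for 41 vs. 47 dpf, 77 vs. 83 dpf and 83 vs. 89 dpf. The methods' t-test after Benjamini-Hochberg has none for 2 vs. 5 dpf and 5 vs. 10 dpf, slide as a fixed block none for 5 vs. 10 dpf, the omission of replicate 2 none for 5 vs. 10 dpf and that of replicate 3 none for 5 vs. 10 dpf. Under all other alternatives set before the data were examined, and in the remaining comparisons under these, the counts differ from the paper's. The methods' t-test on the authors' deposited values with flagged spots kept, chosen after seeing the values, has no difference in any comparison, with 3535 for 2 vs. 5 dpf, and leaves out 207 of the 5182 entities listed in the part of the Additional files used here, none of which was tested. Limma called 4598 of the 4975 listed entities that were tested, and the methods' t-test on the values computed here 4721.

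The third principal component explained 5.64% of the variance here, and the paper's value is 11.7%. Of the alternatives set before the data were examined, a signal of at least 500 on all 51 arrays gave 8.97%, which does not differ from the paper's by more than 1.5 times, and under all others, between 4.23% and 6.62%, the value differs.

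The paper states that no real clustering by slide was visible. It judged this on plots of principal components of the whole variation, of which 79.0% lay between time points here. The values given next are shares of the variance left after subtraction of the time point means. They need not show in such plots and do not contradict the paper. Between slides lay 31.7% of that remaining variance, compared to a permuted mean of 26.0% (one-sided permutation test, p = 2e-05). With a signal of at least 500 on all 51 arrays it was 42.0%. The omission of replicate 1 of every time point gave 29.1% against a permuted mean of 30.3% (the same permutation test, p = 0.716). It takes out every array of slides 7, 8 and 10, so it cannot tell whether the share is stable. By the distance over probes, 3 of the 51 arrays had their nearest array on the same slide, where 2.76 are expected by chance. That distance includes the differences between time points, which largely set the nearest array, so this count decides nothing about slides.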

Other observations

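The counts over other splits of the arrays, the share of calls among bright probes and with slide as a block, and the comparison of time points by sets of slides were chosen only after the results were seen.

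For each comparison, the 6 arrays were also split into 3 and 3 in the 9 other ways. The real split gave the largest count, 1 of 10, for 2 vs. 5, 5 vs. 10, 10 vs. 15, 20 vs. 25, 30 vs. 35, 41 vs. 47, 47 vs. 53, 53 vs. 59, 59 vs. 65, 65 vs. 71, 83 vs. 89, 2 vs. 10, 10 vs. 89, 15 vs. 89 and 41 vs. 89 dpf. With 10 splits the share cannot go under 0.1, so that chance cannot be excluded for any of these comparisons by this count alone. Between 2 and 5 dpf the largest count of the other splits was 1109, and 8675 probes had a p of at most 0.01 where 209.1 are expected, which argues against chance there. For 15 vs. 20, 25 vs. 30, 35 vs. 41 and 77 vs. 83 dpf, 2 of the 10 splits gave a count as large as the real one, with 1398, 617, 364 and 536 probes in the other split, and for 71 vs. 77 dpf 5 of the 10 did, with up to 261. The split of 15 and 20 dpf with 1398 probes put both arrays from slides 1 to 6 on the same side, and that of 77 and 83 dpf with 536 put 3 such arrays on one side and 1 on the other. For 71 and 77 dpf, the splits with 228 and 261 probes put 3 such arrays on one side and 1 on the other, but those with 162 and 245 put 2 on each side, the split of 25 and 30 dpf with 617 put 1 on each side, and that of 35 and 41 dpf with 364 had 1 such array in all, so that as large a count does not need an imbalance of these slides. With slide as a fixed block, 629 probes changed between 15 and 20 dpf, 477 between 77 and 83 dpf and 156 between 71 and 77 dpf. Of these, 460, 171 and 62 were among the 675, 511 and 132 probes called without the block. A like count thus does not mean that the same probes were called. For the F test, 1 of 101 groupings, the real one, gave a count as large as 17906, and the largest of the 100 random regroupings gave 75, so chance can be excluded there.

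The number of probes with a p of at most 0.01 without a fold minimum was, between 53 and 59 dpf, 181 where 208 are expected by chance, and between 59 and 65 dpf 271 where 208 are expected, while between 30 and 35 dpf it was 1021 where 209.3 are expected. Over longer spans, limma called 9953 probes between 2 and 10 dpf, 8519 between 10 and 89 dpf and 1950 between 41 and 89 dpf. Of these, 2085, 4978 and 1449 were called in no consecutive comparison within the span.

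The share of calls in the first 2 comparisons might come from dim signals on the 2 dpf arrays, or from slides. Among probes with an unflagged Cy5 signal of at least 500 on all 6 arrays of a comparison, 63.6% of 7506 calls fell into the first 2 comparisons, and with slide as a fixed block 61.3%, so that neither removes the share. The amount of RNA in the early samples, additional extractions at 2, 5 and 10 dpf that the paper describes, and a biological difference between the early and late stages remain open and were not tested.

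The highest mean replicate SD, at 2 dpf, could come from dim probes. Among probes with a Cy5 signal of at least 500 on all 3 arrays of a time point it was 0.3205 there, within the range of the other 16 time points (0.259 to 0.471). Arrays on slides 1 to 6 had a higher median Cy5 signal (median 387.25) than those on slides 7 to 14 (median 251.0), and 14 arrays of replicate 1, 9 of replicate 2 and 4 of replicate 3 were on slides 7 to 14. The mean SD was 0.420 ± 0.0453 (SD, n = 13) at the time points with arrays on both sets of slides and 0.400 ± 0.106 (SD, n = 4) at those with arrays on one set (one-sided exact permutation test over 2380 choices, p = 0.3). With 4 time points in the smaller group this does not decide the question.

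Among the families followed over time, both zona pellucida probes fell from 2 to 10 dpf, ZP3 (C140R073) by a log2 change of -3.41 and ZP2 (C079R042) by -4.05, and under the scalings tried ZP3 lay between -4.63 and -2.37 and ZP2 between -4.05 and -3.59. The cyclin-B2 and cyclin-B3 probes (C049R078, C229R128, C142R008 and C253R113) fell as well and kept their direction under all scalings. The change was -2.97 for C142R008 and -2.76 for C253R113. At 10 dpf the normalized Cy5 signals of C049R078, C229R128 and ZP2 were 0.64, 0.64 and 0.67 times the value that stands in for a signal under 500 at 89 dpf. They may lie near the detection minimum there, so the value for ZP2 is rough and no size is given for C049R078 and C229R128. The cyclin-B1 probe (C195R041) was under 500 at 2 dpf. From 10 to 89 dpf the hemoglobin subunit probes hbb (C026R038), hbb4 (C021R112) and hba (C057R153) rose under all scalings. The rise was 3.90 for hbb4 and 2.27 for hba on the log2 scale. At 10 dpf the normalized Cy5 signals of hbb and hbb4 were 0.20 and 0.36 times the value that stands in for a signal under 500 at 2 dpf. They may lie near the detection minimum there, so the value for hbb4 is rough and no size is given for hbb. The probe of hba4 (C087R156) was highest at 5 dpf and lower at 89 dpf, where it was under 500, than at 10 dpf. Of the 12 histone H1 probes, 9 were under 500 at 2 dpf, and both vitellogenin probes were under 500 at 2 and at 5 dpf. Median centring moves the median of all tested probes between 2 and 10 dpf to 0.69, from 0.01, so that changes between these time points are relative to it.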
